A study of Mus musculus with 16 samples.

How the data were processed

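RNA was measured in 16 bulk libraries of leukaemia-propagating cells (LPC), the sorted fraction of a leukaemia taken to carry it forward. Per the labels, the cells came from a mouse model of infant pro-B acute lymphoblastic leukaemia that carries a Kmt2a-AFF1 fusion and overexpresses the microRNA miR-128a. Cells from bone marrow (BM) or the central nervous system (CNS) were sorted into lineage-negative cells with Sca1, cKit and IL7R on the surface (LSK), or into lineage-negative, Sca1-negative, cKit-positive cells (LK, called LK/CLP in the labels). Each of the 4 groups (BM LSK, CNS LSK, BM LK, CNS LK) held 4 libraries.

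Libraries were made with a stranded total RNA kit for low input, per the labels' protocols. The aligner, the counter, the annotation, the genome build and any use of strand or of molecular identifiers are not stated in the labels or the file header. The deposited table held whole-number counts for 55414 Ensembl gene identifiers. Its name calls the values normalised, but the deposited counts summed to different totals in each library and their median-of-ratios size factors ran from 0.804 to 1.302, so the values were treated as raw counts. The design written before the data were examined named limma on log2 values, and named edgeR's quasi-likelihood test in its place if the values were raw counts; edgeR was therefore used. Every count column was matched to a sample by its label, and 0 columns of per-sample values were left unused.

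Symbols were matched by identifier for 52081 of the 55414 identifiers. The 3333 identifiers with no symbol held 41.8% of all counts, and 2 identifiers alone took between 18.6% and 23.2% of a library. All identifiers stayed in the library sizes, and a fit on identifiers with a symbol was among the alternatives. Depth ran from 19.2 to 29.2 M (mega) counts per library, of which 8.60 to 13.6 M lay in protein-coding genes. Because molecular identifiers may not have been used, counts are not independent molecules, and counting error understates the error of a library. Where the counting could split reads between near-identical copies, overlapping genes or opposite strands, gene values are uncertain. Replicate libraries of a group differed by far more than sampling noise (chi-square per degree of freedom from 10.6 to 41.6), so no library was counted as a duplicate of another.

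The 18878 identifiers with a mean of at least 10 counts over the 16 libraries were tested. Counts were scaled with TMM factors and fitted in edgeR 4.0.16 (R 4.3.3) as 4 group means with no block. The 7 contrasts were tested with the two-sided quasi-likelihood test and Benjamini-Hochberg adjustment at 0.05. Levels are counts-per-million values (CPM) on TMM-scaled library sizes, given as mean ± SD. Simulated data covered the 18878 genes, and 200 genes with a mean of at least 50 counts were changed. Recovery among genes with fewer counts was therefore not measured. The niche fit over both LPC types recovered 80% of 1.5-fold and 99% of 2-fold changes, and 4.28% of its calls were false. The niche fit within LSK recovered 55% and 91%, with 4.58% of its calls false. The interaction fit recovered 25% and 72%, with 7.62% of its calls false. A further simulation added differences between stems and set each gene's dispersion well below its estimate from the data. There the niche fit without a block recovered 32% of 1.5-fold changes. The niche fit with the block recovered 97%, with 7.08% of the calls false under the block. Because the dispersion was not that of the data, these values do not measure the gain from pairing in these libraries.

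The BM and CNS libraries of one number and LPC type share a description stem in the labels, which gives 8 stems. Whether stems pair the libraries was checked by correlating, across genes, the deviations of the 2 libraries of a stem from their group means. At a mean of at least 10 counts, the correlation was over 0.1 in 6 of 8 stems (median 0.201, lowest −0.027). At a mean of at least 50 counts it was over 0.1 in 8 of 8 (0.339 to 0.618), while different stems of one LPC type had a median of −0.18. Deviations from a group mean cancel out within the group, so positive correlations within stems pull those between stems negative. The −0.18 is therefore not an independent reference. The labels do not say what a stem is, and the check passed in every stem only under the stricter minimum. Fits with the stem as a block (paired fits) are therefore given beside the unpaired ones, which remain the primary results.

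Gene sets were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over 18 lists and 7 contrasts together. The lists were cholesterol biosynthesis, fatty acid synthesis, hypoxia response, G2/M phase, S phase, type I interferon response, immediate early and heat shock, oxidative phosphorylation, ribosomal proteins, mitochondrially encoded genes, B-lineage programme, stem and progenitor programme, and markers of myeloid cells, microglia and brain macrophages, neural, glial and meningeal cells, erythroid cells, T and NK cells, and megakaryocytes and platelets. A fixed panel of 20 genes was adjusted over the list alone and over all genes; the values of some of its genes are not reported here.

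The named genes were, for each contrast, up to 3 with the highest and 3 with the lowest change among those past 0.05, with a mean of at least 50 counts and no overlap between the groups compared. Where none passed, the 2 with the smallest unadjusted p were named. For the paired fits the overlap criterion became the same direction in every stem, a choice made after the data were examined. Groups, contrasts, lists, panel, naming rule and most alternatives were fixed before the data were examined.

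Counts at 1969 olfactory and vomeronasal receptor genes on the counts-per-million scale of named genes served as a background index. A background was predicted for each gene from the receptor genes' counts per exonic kilobase and the gene's exonic length (GENCODE M21 annotation of GRCm38, matched by identifier for 97.7% of tested genes) and subtracted in a second set of fits. Gene positions are from the same annotation; the build used for counting is not stated. Alternatives covered the filter, scaling (upper quartile, median of ratios, quantile), limma in place of edgeR with other pseudocounts, trend and weights, DESeq2 1.42.0, blocks, a background covariate, and leaving out each library or stem. Figures were drawn with matplotlib 3.10.9.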

Results

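Transcript counts were compared between niches (BM and CNS) and between LPC types (LSK and LK) in 16 libraries of sorted leukaemia cells, 4 per group. Total counts were 23.2 ± 3.57 M in BM LSK, 22.6 ± 1.80 M in CNS LSK, 25.4 ± 2.79 M in BM LK and 24.2 ± 3.85 M in CNS LK (SD, n = 4 each). The number of genes with at least 1 count ran from 33600 in BM LSK 3 to 46067 in CNS LSK 2.

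Olfactory and vomeronasal receptor genes, which are silent in most tissues, received between 312 and 1125 counts-per-million of the named counts. This background index was higher in the CNS library than in the BM library in 7 of 8 stems, the exception being LK 2. The mean log2 difference was 0.58 (exact two-sided sign-flip p 0.0234; 0.117 after Benjamini-Hochberg adjustment over 5 library measures). Total counts were higher in the CNS library in 3 of 8 stems (exact two-sided sign-flip p 0.562; adjusted 0.922). Across the 16 libraries the log2 index went with the number of genes with a count (Pearson's r 0.947, permutation p 1.0e-05; Spearman's rho 0.953, permutation p 1.0e-05, the smallest that 100000 permutations can give). The relation held without the 2 libraries farthest from the median index (r 0.911, permutation p 2.0e-05; rho 0.930, permutation p 1.0e-05), in the 8 BM libraries (r 0.955, exact p 0.000645; rho 0.929, exact p 0.00223) and in the 8 CNS libraries (r 0.935, exact p 2.48e-05; rho 1, exact p 4.96e-05).

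**Figure D1:**
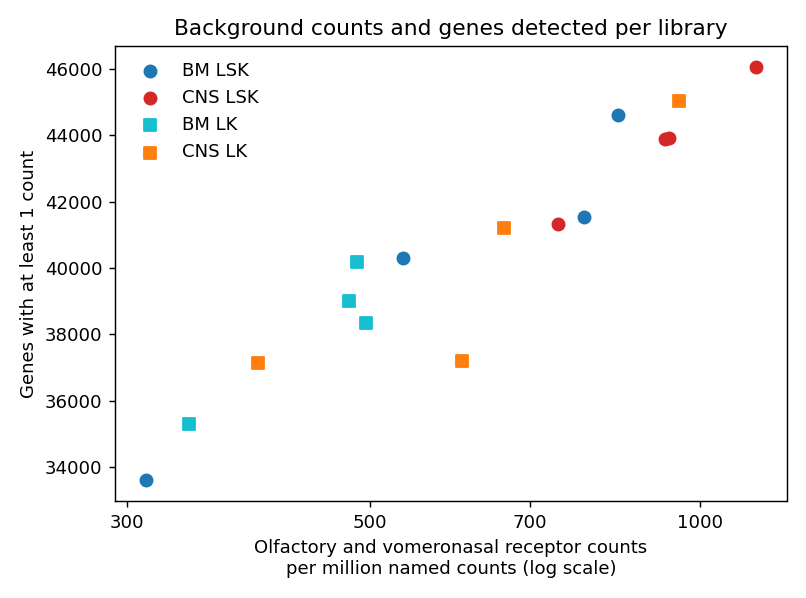
Each point is a library; the x axis is the count at olfactory and vomeronasal receptor genes on the counts-per-million scale of named counts (log scale) and the y axis the number of genes with at least 1 count. Colours mark the 4 groups, and genes with a count rise with the index from BM LSK 3 at 312 to CNS LSK 2 at 1125.

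The first question was whether leukaemia cells in the CNS differ from those in bone marrow. Over both LPC types, 0 of 18878 genes passed an adjusted p of 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and 1727 had an unadjusted p under 0.05. The alternative that moved this count most was the block on description stems, with 126 genes past the threshold, 54 higher and 72 lower in the CNS. Within LSK cells the unpaired fit called 0 genes (1083 at an unadjusted p under 0.05) and the paired fit 26, 7 higher and 19 lower. Within LK cells the unpaired fit called 0 genes (754 at an unadjusted p under 0.05) and the paired fit 12, 6 in each direction.

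No gene met the naming rule in the unpaired niche fits. The smallest unadjusted p over both LPC types belonged to Tiam1 (ENSMUSG00000002489) and Cpt1a (ENSMUSG00000024900). Tiam1 rose from 42.9 ± 2.71 to 54.3 ± 4.39 CPM in LSK cells and from 41.5 ± 3.82 to 51.9 ± 4.06 in LK cells (SD, n = 4). Its log2 change was 0.33 ± 0.058 (SE), with an adjusted p of 0.215 in edgeR's test without the block and 0.000325 with it. Cpt1a fell by 0.42 on the log2 scale (adjusted p 0.215 in edgeR's test without the block and 0.000234 with it), and was lower in the CNS library in 8 of 8 stems. Hs6st1 in LSK cells (0.51, adjusted p 0.855) and Col6a3 in LK cells (0.93, adjusted p 1.00) did not pass in the unpaired edgeR fits. Predicted background made up 20.2% of the counts of Col6a3.

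In the paired fit over both LPC types, 85 genes changed in the same direction in all 8 stems with a mean of at least 50 counts. Dntt (ENSMUSG00000025014, chromosome 19, 41029275 to 41059525 in GRCm38) had the largest rise, 0.97 ± 0.081 (log2, SE; edgeR paired adjusted p 9.98e-06). Its mean rose from 65.1 ± 58.6 to 118 ± 96.9 CPM in LSK cells and from 42.8 ± 8.79 to 89.1 ± 30.9 in LK cells (SD, n = 4), so the spread between stems exceeded the change in LSK cells. Greb1 rose by 0.86 (edgeR paired adjusted p 0.00138) and Gm4070 by 0.80 (0.0223). Rhob (ENSMUSG00000054364, chromosome 12, 8497661 to 8500009) fell by 1.45 on the log2 scale (SE 0.17; edgeR paired adjusted p 0.000234), Fgf3 fell by 0.83 (0.0250) and Gas7 fell by 0.68 (0.000146). Gm4070 no longer passed without LK 1, LK 3 or LSK 4, and Fgf3 without LSK 1, LK 1, LSK 2 or LK 3. Gm4070 had a level of 64.9 CPM in CNS LSK 4 against 4.76 to 13.5 in the other CNS LSK libraries.

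**Figure D2:**
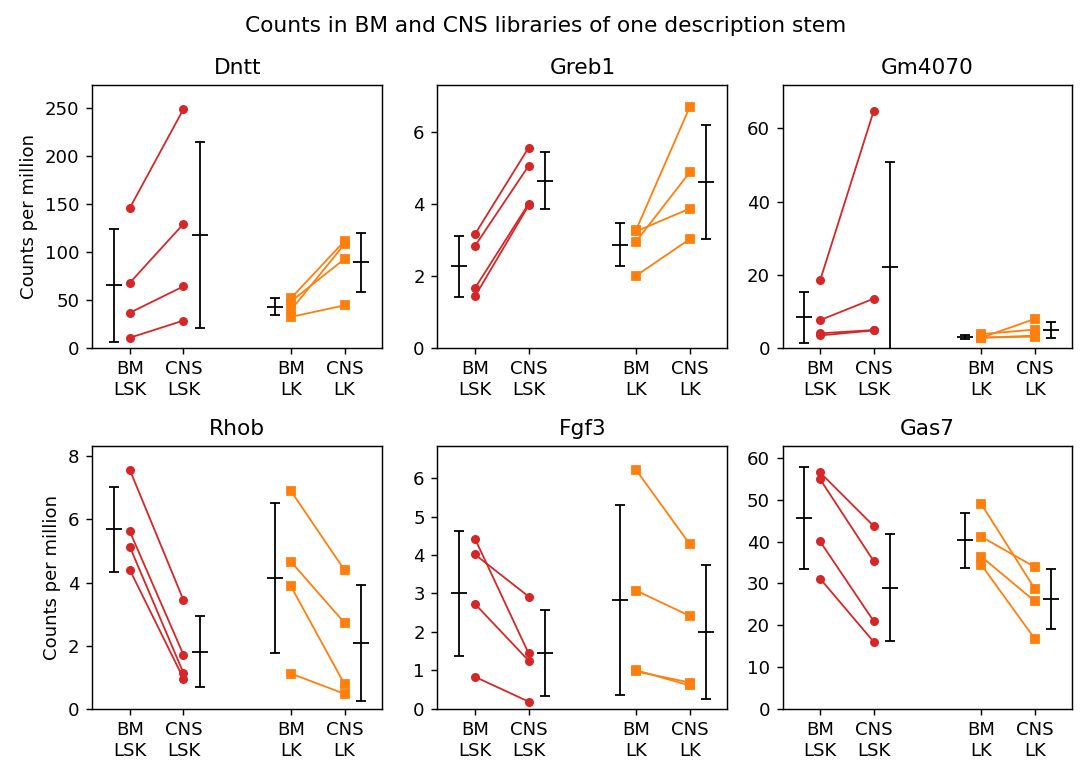
CPM (linear axes from 0, where the lower bar of Gm4070 in CNS LSK ends) of the 6 genes named in the paired niche fit; each line joins the BM and CNS libraries of one description stem, and black bars give the mean ± SD of 4 libraries. Dntt, Greb1 and Gm4070 were higher and Rhob, Fgf3 and Gas7 lower in the CNS library of all 8 stems.

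Within LSK cells, the paired fit named Greb1 (1.07), Dntt (0.95) and Soat1 (0.65) as higher in the CNS, and Rhob (−1.75), Cldn10 (−0.97) and Lgals1 (−0.77) as lower. Within LK cells it named Dntt (1.00), Soat1 (0.60) and Lef1 (0.35) as higher, and Gas7 (−0.65), Vim (−0.60) and Naip3 (−0.57) as lower. Leaving out 1 stem removed the calls of Greb1 and Cldn10 (without LSK 3) and Lgals1 (LSK 1 or LSK 3) in LSK, and of Soat1 (LK 1), Lef1 (LK 1 or LK 3), Gas7 (LK 3 or LK 4) and Vim (LK 2 or LK 3) in LK. The interaction test called 0 genes with or without the block (590 and 281 at an unadjusted p under 0.05), so no gene was shown to respond differently in the 2 LPC types. Across 11828 genes, which are not independent replicates, the niche changes of LSK and LK cells correlated with r 0.303. This value was reached by 2 of 256 exchanges of niche within stems, the real labels and their full reversal. The exact one-sided p was 0.00781, the smallest this test can give. Stems of the 2 LPC types were exchanged independently, though whether the number pairs them was left open. A library difference that goes with the niche, such as the background index, could also give a positive value.

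The second question was whether the LPC types differ. Over both niches, 45 genes passed an adjusted p of 0.05 in edgeR's test, 43 higher and 2 lower in LSK, and 2288 had an unadjusted p under 0.05. The alternative that moved this count most was testing every gene with a count, with 290 calls. Summing the BM and CNS counts of each stem gave 0 calls (1870 at an unadjusted p under 0.05). The fit without summing counts the BM and CNS libraries of a stem as separate replicates, so its p values may be too small. Within BM the count was 0 (1205 at an unadjusted p under 0.05) and within the CNS 0 (1242 at an unadjusted p under 0.05). Across 11828 genes, which are not independent replicates, the LPC changes in BM and in the CNS correlated with r 0.473. Of 70 regroupings, 28 gave a value as large (median 0.435, one-sided regrouping p 0.4), so this agreement was not beyond what regrouping gives.

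Of the 45 genes, 15 met the naming rule. Ube2c (ENSMUSG00000001403, chromosome 2, 164769898 to 164778822) was higher in LSK by 0.72 ± 0.097 (log2, SE; edgeR adjusted p 0.00248), at 38.5 ± 6.02 against 23.3 ± 4.34 CPM in BM and 42.9 ± 7.09 against 26.2 ± 2.59 in the CNS (SD, n = 4). Fam83d (0.62, edgeR adjusted p 0.0299) and 9930111J21Rik2 (0.61, 0.0377) were also higher; both calls were lost in several fits that left out a library. Vamp1 (ENSMUSG00000030337, chromosome 6, 125215551 to 125245964) was lower in LSK by 0.42 ± 0.061 (log2 change −0.42; edgeR adjusted p 0.00510). Kpna2 in BM (0.59, edgeR adjusted p 0.132) and Gm10184 and Gm10259 in the CNS (0.60 each, edgeR adjusted p 0.250) had the smallest unadjusted p within a niche without passing. Gm10184 and Gm10259 kept a nearly fixed ratio to Kpna2 and are uncertain as separate genes.

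**Figure D3:**
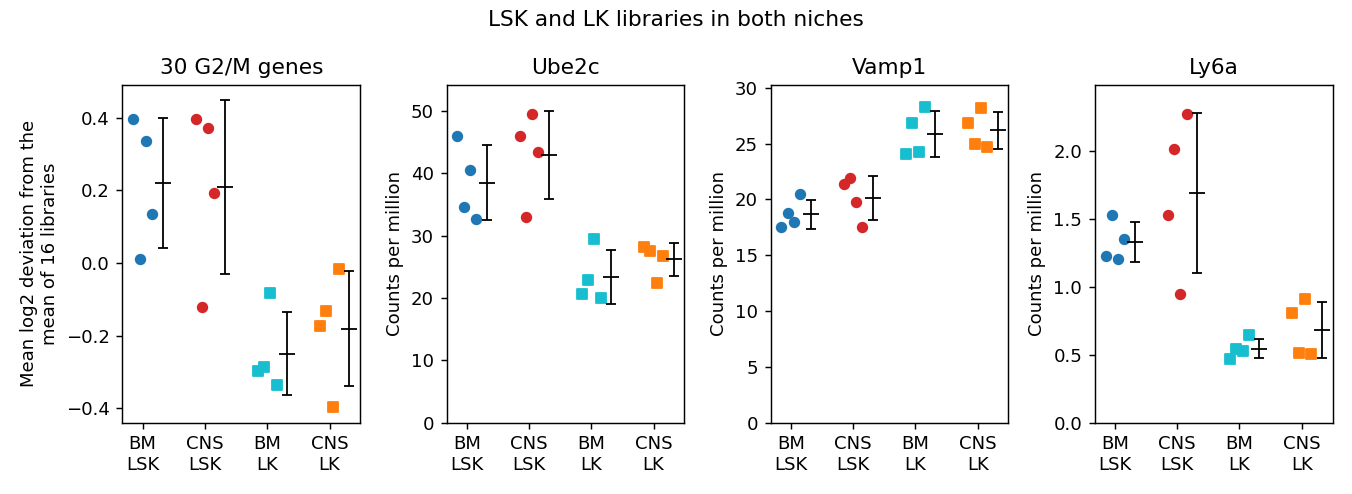
Points are libraries in the 4 groups and black bars the mean ± SD of 4 libraries; the first panel gives the mean log2 deviation of 30 G2/M genes from the mean of all libraries, and the others CPM of Ube2c, Vamp1 and Ly6a on axes from 0. Ube2c and Ly6a were higher and Vamp1 lower in every LSK library than in every LK library of the same niche.

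Of the fixed panel of 20 genes, 17 were tested and the others lay below the minimum. Between niches, 0 of the 17 passed 0.05 adjusted over the list alone (smallest 0.354) and 0 over all genes; Scd2 and Scd1 had an unadjusted p under 0.05. In the paired fit, Scd2 (0.18, adjusted p 0.00751) and Cxcr4 (−0.16, 0.0190) passed in edgeR's test adjusted over the list alone and neither passed over all genes (0.0600 and 0.126). Between LPC types, Ly6a, which encodes the Sca1 antigen used for sorting, was higher in LSK by 1.302 ± 0.21 (SE; edgeR adjusted p 0.000126 over the list alone and 0.0117 over all genes). Its level was low, at 1.33 ± 0.15 against 0.54 ± 0.072 CPM in BM and 1.69 ± 0.59 against 0.68 ± 0.21 in the CNS (SD, n = 4). Scd2 (−0.23) passed in edgeR's test adjusted over the list alone (0.0416) and not over all genes (0.201). The other sort markers Kit (0.054) and Il7r (−0.073), the fusion partners Kmt2a (−0.043) and Aff1 (−0.021), and the miR-128 host genes R3hdm1 (−0.041) and Arpp21 (−0.11) did not differ between LPC types beyond the spread between replicates. Meis1 and Hoxa9 were tested but lay near the predicted background. Vegfa, Scd1, Cxcr4, Itga6, Zap70 and Ccr7 did not pass adjusted over the list alone between LPC types.

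Camera called 35 of 126 set tests at an adjusted p of 0.05. Of these, 0 held under fry and 0 under an estimated correlation (0 of the 23 paired calls held under fry). The smallest adjusted p belonged to the G2/M list in LSK against LK over both niches, with a median log2 change of 0.42 and 30 genes of which 100% were higher (camera adjusted p 9.28e-61; fry 0.0540; estimated correlation 0.137). Averaged per stem, its score was higher in every LSK stem (−0.054 to 0.40) than in every LK stem (−0.24 to −0.18). The exact two-sided permutation p was 0.0286, the smallest that 70 arrangements allow. This list had the smallest camera p of 126 tests on the same libraries, and the permutation p is not adjusted for that. The S phase score per stem, over both niches, did not differ (exact two-sided permutation p 0.629).

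Between niches, over both LPC types, camera called hypoxia response (median log2 change 0.11), the B-lineage programme (0.24), myeloid markers (0.56) and neural, glial and meningeal markers (0.15) as higher in the CNS, and S phase (−0.068) and oxidative phosphorylation (−0.054) as lower. With the block on stems, the neural list and, in LK, the stem and progenitor programme (adjusted p 0.0983) were not called. The block added calls of fatty acid synthesis (0.098, adjusted p 0.0439) and the B-lineage programme (0.19, 0.0153) in LSK, G2/M (0.075, 0.00867) and immediate early and heat shock genes (−0.11, 0.0233) in LK, and cholesterol biosynthesis (0.094, 0.0469) and T and NK cell markers (−0.11, 0.0224) in the interaction. Ribosomal protein genes were called lower in the CNS in LSK cells (−0.084) and higher in LK cells (0.057). Cholesterol biosynthesis was called lower (−0.078) and the stem and progenitor programme higher (0.71) in LK cells only. Between LPC types, type I interferon response (0.22), immediate early and heat shock genes (0.27) and the stem and progenitor programme (0.35) were called higher in LSK and oxidative phosphorylation (−0.041) lower. Within BM, camera also called S phase (0.067, adjusted p 0.0166) and ribosomal protein genes (0.061, 0.000221) higher in LSK; within the CNS it called ribosomal protein genes lower (−0.073, 6.48e-06). Lists without a call in any of the 7 contrasts of the unpaired fit were fatty acid synthesis (smallest camera adjusted p 0.107), mitochondrially encoded genes (0.111), and markers of microglia (0.603), erythroid cells (0.401), T and NK cells (0.0610) and megakaryocytes (0.141).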

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

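All tests in this part were chosen after the results they measure were seen.

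The exceptions are the interaction tests by camera and edgeR, whose contrast, gene lists and naming rule were fixed before the data were examined. In each group of 4, a library was singled out when its gap to the nearest other, as a share of the group's range, exceeded Dixon's critical value. Of 188 groups examined (5 library measures and 42 genes), 11 held such a library, against 9.4 from chance alone, so as a whole these are about as many as chance gives. BM LK 4 had a background index of 342 against 479 to 496 in the other BM LK libraries, and BM LSK 1 had 45.6% of its counts in protein-coding genes against 46.6% to 46.8%. Among genes, the libraries were CNS LSK 2 for Eif2b1 (17.1 CPM against 15.1 to 15.3), CNS LSK 4 for Gm4070 (64.9 against 4.76 to 13.5), BM LK 3 for Gm4070 (3.75 against 2.73 to 2.84), CNS LSK 1 for Soat1 (45.5 against 24.40 to 26.02), BM LK 2 for Soat1 (21.1 against 16.5 to 16.9), BM LSK 1 for Naip3 (10.5 against 23.1 to 24.1), BM LSK 3 for Meis1 (0 against 0.46 to 0.48), CNS LSK 3 for Cxcr4 (67.3 against 50.8 to 52.2) and CNS LSK 1 for Arpp21 (256 against 202 to 211). BM LSK 3 also had the lowest background index, and the counts of Meis1 lie at the predicted background. No biological explanation of a single library was tested.

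The niche difference of 4 gene lists differed between LPC types by camera's interaction test: G2/M phase (−0.078, adjusted p 0.0384), S phase (−0.097, adjusted p 0.00139), oxidative phosphorylation (−0.15, adjusted p 4.53e-12) and ribosomal proteins (−0.14, adjusted p 4.01e-17). None of these 4 held under fry or an estimated correlation. Of the 35 splits of the 8 stems, 23 gave as many lists called within this comparison alone (4), so a grouping by chance gives this many, and the small adjusted p values may reflect genes of one list moving together from library to library. A biological difference in how the LPC types respond to the niche was not shown by the tests that use the spread between replicates (fry adjusted p from 0.598 to 0.876 for these 4 lists), and is not excluded by them.

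Eif2b1 (−0.39) and Nhlrc3 (0.44) moved in opposite directions in the 2 LPC types in every stem. They were named for the smallest interaction p, so this direction is in part how they were chosen. Neither passed the interaction test (edgeR adjusted p 1.00 for both; 281 genes had an unadjusted p under 0.05), and 28 of 35 splits of the stems gave as many genes at that level.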

How the results depend on the processing

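The limma fit with a pseudocount of 1, median-of-ratios scaling, the background covariate, the restriction to identifiers with a symbol, and the alternatives of the paired fits were chosen after seeing the data. The mean of the 2 libraries of a stem was run as their sum, and the edgeR test listed as an alternative became the test used. For changed values the cause was not tested, except where the construction of an alternative gives it.

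Between niches over both LPC types (0 calls; 1727 genes at an unadjusted p under 0.05), testing every gene with a count gave 85 calls among 53366 genes, DESeq2 40, the replicate block on stems 126, the same block as a random effect 12, and the block with the background covariate 18. In LSK these were 10 without the filter, 26 with the block and 4 with block and covariate; in LK they were 14, 12 and 4. All fits that left out a library gave 0 in these 3 comparisons and in the interaction, whose count was 0 under every alternative (281 genes at an unadjusted p under 0.05 in the fit as planned).

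Between LPC types over both niches (45 calls), the count was 290 without the filter, 68 with quantile normalization, 7 without limma's trend, 222 with DESeq2, 162 with the title number as a replicate block (139 higher, 23 lower), 14 with stems as a random block, 10 with the background covariate and 0 with counts summed per stem, where the smallest adjusted p was 0.0624 (8.45e-10 to 0.0624 over the alternatives). Leaving out each library gave from 15 (without CNS LK 3) to 138 (without CNS LSK 2), with 133 without BM LSK 3 and 105 without CNS LK 4; it was 19 without BM LSK 1, 20 without CNS LSK 1, 21 without BM LK 1, BM LK 2, CNS LSK 3 or BM LK 4, 25 without CNS LK 2 and 27 without CNS LK 1. Counts summed per stem take the stem as the unit, while the planned fit counts its BM and CNS libraries as separate replicates. The p values of the planned fit may therefore be too small. Ube2c and Vamp1 lost their call only with counts summed per stem (edgeR adjusted p 0.0624 each). Ly6a lost its call there, with stems as a random block and with the background covariate. Fam83d lost it in 13 and 9930111J21Rik2 in 18 alternatives, leaving out a library included. LSK and LK libraries of one number had a correlation over 0.1 in 4 of 8 cases at a mean of at least 10 counts. At a mean of at least 50 this held in 6 of 8 (median 0.218). Other numbers had a median of −0.12, which is not an independent reference because deviations cancel out within a group. The description stems of one number begin with the same digit in both LPC types, and the labels do not say what it stands for. Whether the number pairs the libraries was left open. In BM (0 calls) the count was 48 without the filter and 39 with DESeq2, and 0 to 2 when leaving out a library (2 without BM LK 3). In the CNS (0 calls) it was 38 and 6, and 0 to 3 (3 without CNS LSK 2).

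The paired niche count over both LPC types (126; 54 higher, 72 lower) was 454 without the filter and 18 with the background covariate, of which 17 were among the 126. Upper-quartile scaling gave 126 calls, 108 of them shared, with 72 higher and 54 lower, so the balance of directions depends on the scaling. Leaving out a stem gave 78 (without LK 1 or LK 3) to 140 (without LSK 4), and 79 without LSK 3. In LSK (26) the count was 165, 62 with DESeq2 and 4 with the covariate, upper-quartile scaling gave 11 higher and 15 lower, and leaving out a stem gave 9 (without LSK 3) to 30, with 16 without LSK 2. In LK (12) it was 121, 35, 4 and, on identifiers with a symbol, 25; median-of-ratios scaling gave 6 higher and 11 lower, and leaving out a stem gave 7 (without LK 1 or LK 3) to 12. Over both LPC types, Gm4070 lost its paired call without LK 1, LK 3 or LSK 4, with DESeq2 and with the background covariate (adjusted p 0.101 and 0.124), and Fgf3 without LSK 1, LK 1, LSK 2 or LK 3 and with the covariate (0.155); Rhob and Greb1 lost it with the covariate alone (0.0891 and 0.166). Within LSK or LK, the covariate removed the calls of the genes named there other than Dntt and Vim. Leaving out a stem removed those of Greb1 and Cldn10 (without LSK 3), Lgals1 (LSK 1 or LSK 3), Soat1 in LK (LK 1), Lef1 (LK 1 or LK 3), Gas7 (LK 3 or LK 4) and Vim (LK 2 or LK 3). The block changed the unpaired calls of Tiam1, Cpt1a and Hs6st1.

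Camera's 35 calls became 0 under fry, 0 under an estimated correlation and 20 with quantile normalization (16 shared), and ran from 24 to 48 when leaving out a library (48 without CNS LSK 4). The pairing check passed in 6 stems, 1 without the filter and 8 at a mean of at least 50 counts.

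Of 66 values of single genes, 26 were unchanged under every alternative; 19 lost and 10 gained a call in at least 1 alternative, and 11 reversed. Of the 35 called lists, 35 lost the call in at least 1 alternative and 6 reversed. Between niches, Il7r (0.0020) was −0.057 without the filter, −0.0020 with array weights, −0.0036 with DESeq2 and −0.0036 with median-of-ratios scaling, and −0.055 to 0.074 when leaving out a library. Aff1 (0.011) was −0.047 without the filter and −0.0065 to 0.029 when leaving out a library; Zap70 (0.011) was −0.046 and −0.024 to 0.065. With the background covariate Kmt2a (−0.047) was 0.036, and 0.022 with the block; Meis1 (0.46) was −0.38 and −0.66. R3hdm1 (−0.038) was 0.0023 with quantile normalization. Between LPC types, Kit (0.054) was −0.0048 and Cxcr4 (0.023) −0.034 without the filter, and Cxcr4 −0.045 to 0.075 when leaving out a library. With the background covariate, Kmt2a (−0.043) was 0.024, Aff1 (−0.021) 0.017 and Zap70 (−0.011) 0.045. Aff1 was 0.0043 and Zap70 0.014 at a mean of at least 50 counts, and 0.0021 and 0.012 with upper-quartile scaling; Zap70 was 0.0085 on identifiers with a symbol and −0.048 to 0.054 when leaving out a library. At a mean of at least 50 counts, where fewer genes of a list are tested, the neural list between niches was −0.017 and the stem and progenitor programme −0.012 (niche, LK), −0.015 (LPC type, both niches) and −0.0045 (LPC type, BM). Interferon response between LPC types in the CNS (0.31) was −0.048 to 0.38 when leaving out a library (lowest without CNS LSK 4), and the G2/M interaction (−0.078) −0.16 to 0.032 (highest without CNS LSK 2).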

Other observations

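All tests in this part were chosen after the results they measure were seen.

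Receptor genes on the X chromosome (8) had a median of 7.77 counts per exonic kilobase summed over the 16 libraries, against 18.98 for 1399 on autosomes, a ratio of 0.409 (one-sided permutation p 7.0e-05). The 10th percentile of protein-coding genes was 8.05 on X and 14.9 to 23.7 on the 19 autosomes. A single X per male cell would give a ratio near 0.5, so the reads are consistent with genomic DNA in the libraries; the libraries express Y-linked genes. Total counts showed no difference between niches (exact sign-flip p 0.562). The index is already scaled to the named counts of each library, so this comparison does not test depth as an account of the higher index in the CNS. Whether the niche itself changes the amount of DNA carried over stays open.

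Of the 100 exchanges of niche within stems drawn, 2 gave as many genes at an unadjusted p under 0.05 in the unpaired niche fit, the real one included. The other exchanged only LK 2 and so followed the background index in every stem, with 1828 genes against 1727, so background that differs between libraries could account for a count of that size. In the paired fit that exchange gave 2 calls and 2586 genes at an unadjusted p under 0.05, against 126 and 2537 for the real one, and 1 of 100 gave as many calls. When predicted background was subtracted, the real comparison had 809 genes at that level in the unpaired fit and 1510 in the paired one. Fewer genes were tested after subtraction (16594). Within LSK, 7 of 35 splits of the 8 libraries, and within LK 21 of 35, gave as many genes at that level. Most of these put both libraries of a stem on one side in at least 1 stem; of the 8 splits that part every stem, 1 in LSK and 2 in LK gave as many, the real one included. For the paired counts, the real one was the only 1 of 8 exchanges to give as many in LSK (26, with at most 1 in the others) and the only 1 of 8 in LK (12, with 0 in the others). A share under 0.125 is not possible with 8 exchanges, so this test cannot exclude chance.

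Predicted background had a median of 2.57% of a tested gene's counts. After its subtraction, 95 of the 112 paired niche calls with under 10% background were kept, and 10 of the 14 with 10% or more, which argues against genomic DNA as the whole cause of either. With the background index as a covariate, 17 of the 126 were kept. Since the index differs between niches in 7 of 8 stems, other library differences that go with it and the niche cannot be told apart for the remaining calls.

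After subtraction the B-lineage list had a median niche change of 0.066 and 13 of its 18 tested genes left, and the neural list a median of −0.018 and 9 of 13; neither was called. Over the genes left, the medians without subtraction were already 0.056 and −0.0066, and neither list was called (camera adjusted p 0.245 and 0.368). Their calls in the unpaired fit therefore rest on the genes with the fewest counts, where genomic DNA and a niche difference cannot be told apart. With the block on stems, over both LPC types, the camera adjusted p was 9.4e-05 for the B-lineage list and 0.118 for the neural list. The lists were not tested after subtraction with the block, so what the blocked B-lineage call rests on stays open. The myeloid list had 5 of 7 genes left. Over these 5 the median was 0.57 without and 0.56 with subtraction, and the camera adjusted p 0.0128 and 0.123. Subtraction hardly changed the median but removed the call, so this test does not tell the explanations apart. Over both LPC types, subtraction also removed the niche call of oxidative phosphorylation (camera adjusted p 0.0743) and added G2/M (0.0150) and fatty acid synthesis (0.00876). Hypoxia response and S phase kept their niche calls. Between LPC types over both niches, the stem and progenitor programme (0.743) and oxidative phosphorylation (0.915) were no longer called. There, S phase (0.0125) and ribosomal proteins (0.0218) were newly called. For the splits, lists were adjusted within 1 comparison, not over all 7, which gives 7 called lists over both types, 3 in LSK and 6 in LK. As many were called in 22 of 100 exchanges over both types, 34 of 35 splits in LSK and 9 of 35 in LK, so the number of called lists is not evidence of a niche difference.

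The background index was higher in LSK than in LK stems by 0.47 on the log2 scale (exact two-sided permutation p 0.0857, smallest possible 0.0286). The G2/M genes kept their higher level in LSK after subtraction (0.45), so predicted background does not account for it. Protein-coding counts showed no difference between LPC types (exact permutation p 0.571). Levels of the G2/M genes are already scaled to library size, so this comparison does not test depth as an account. A larger share of dividing cells in LSK is a candidate explanation. Between LPC types over both niches, 61 genes were called after subtraction of predicted background, 59 higher and 2 lower in LSK. Among them were 43 of the 45 called without subtraction. With the background index as a covariate fewer were called, as given above. For the genes called, 4 of 35 splits of the stems gave at least the 45 calls, so a grouping by chance stays open. The highest count, 612, came from the split of stems numbered 1 and 3 from those numbered 2 and 4. Every number holds both LPC types in each niche, so differences between numbers fall on both sides of the LPC comparison; with the number as a block its count was 162. The numbers of splits with as many genes at an unadjusted p under 0.05 were 9 of 35 in BM and 8 of 35 in the CNS; for lists called within 1 comparison they were 21 of 35 over both niches, 18 of 35 in BM and 23 of 35 in the CNS.

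An F-test for the replicate number called 679 genes (edgeR, adjusted p under 0.05), and 2 of 24 ways to match LSK with LK stems gave as many. The Y-linked gene Ddx3y averaged 64.2, 106, 66.9 and 112 CPM in numbers 1 to 4 (n = 4 libraries each), and Irs2 averaged 7.19, 186, 6.84 and 217. The 4 Y-linked genes varied by 0.77 to 0.89 on the log2 scale between numbers and their profiles differed by at most 0.18, while 3 X-linked partners varied by 0.065 to 0.19. Loss of the Y chromosome in part of the cells is a candidate explanation. A batch that goes with the number cannot be told apart from it, because the labels name no batch; of 6 library measures, at most 42.3% of the variance lay between numbers, against 84.8% for the Y-linked genes.

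Transcripts of an early T-lineage list written after the values were seen were abundant in all libraries. Notch1 averaged 1409, Tcf7 579, Il2ra 485, Bcl11b 292 and Lck 223 CPM (n = 16), while the pro-B genes Pax5 (0.60), Ebf1 (0.67) and Cd79a (1.04) lay near the floor. Of the 10 genes in that list some are shared with other lymphoid progenitors, such as Rag1. Mature T cells among the sorted cells would bring Cd3e, Cd3d, Cd3g and Trac, the highest of which reached 0.304% of Lck. A single mislabelled sample would not show in 16 of 16 libraries, each of which had an early T-lineage median over 10 times its pro-B median. An exchange of all samples was not tested, and the labels call the disease pro-B, so what these cells are stays open.

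The ratio of Gm10184 and Gm10259 to Kpna2 varied by at most 5.47% between libraries (coefficient of variation), against 12.8% for Ube2c to Kpna2, which is consistent with reads shared between copies. Ddx3x received 104 counts over the 16 libraries against 43.2 predicted from background, while its Y-linked partner Ddx3y averaged 87.3 CPM. Its 2 upstream neighbours, which overlap each other, received 2 counts against 15.8 predicted. A deletion and reads lost to ambiguous counting cannot be told apart from these few counts.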
